A study of Bacillus subtilis with 4 samples.

How the data were processed

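RNA was measured in 4 libraries of the Bacillus subtilis reporter strain bSS339, in which a gfp gene is driven by the flagellin promoter Phag. Per the labels' protocols, exponentially growing cells reached an OD660 of 0.5 in CH medium, were chilled with a buffer holding 4 M NaCl, and were sorted by fluorescence into GFP-on and GFP-off cells. RNA was extracted with glass beads and phenol/chloroform and treated with DNase I. To 50 ng of total RNA, 1 µl of a 1:1000 dilution of the ERCC spike-in mix 1, a set of synthetic RNAs of known composition, was added before a directional library preparation. Each group has 2 replicates, and the labels give the groups the same replicate numbers.

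The deposited count files hold whole-number read counts per gene, with 1 row per ERCC spike-in. Per the file headers, the counts come from Bowtie2 alignments, and the deposited file names name featureCounts. Headers of the replicate 1 files call the alignments aligned reads and those of the replicate 2 files call them alignments. Tool versions, genome build, annotation, strand setting and treatment of reads that match several places are not given in the sources used here. The authors' deposited table compares GFP-on with GFP-off. Its mean column is a normalised signal averaged over all samples, per the file headers, on a scale that is not given in the sources used here. Its log2 fold changes and their standard errors are the authors', per the file headers. Its p-values are from the Wald statistic with an FDR beside them, per the file headers, and the deposited name calls the table a DESeq2 result. The model and the libraries behind it are not given in the sources used here.

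The 4 count files share 4513 rows in the same order: 4243 coding gene rows, 86 tRNA rows, 62 rows of miscellaneous RNA, 30 rRNA rows and 92 ERCC rows. Gene names came from the authors' table, which names all 4421 rows of B. subtilis. A RefSeq gene table of assembly ASM904v1 was used for older symbols, gene order and coding length, and 4239 of the 4243 coding gene rows had a length there. Of its protein-coding lengths, 99.95% are multiples of 3. No coordinates are given, because the authors' build is not given in the sources used here. Since the strand setting and the treatment of reads that match several places are unknown, counts of rRNA copies, near-identical paralogs and overlapping or antisense genes are uncertain. No row is named gfp, so the reporter transcript was not analysed here.

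The edgeR quasi-likelihood test (edgeR 4.0.16 under R 4.3.3) was run on the deposited counts of all 4 libraries with group as the only term. ERCC rows stayed out of library sizes and tests. Rows passed filterByExpr with its minimum count of 10 and minimum total count of 15, which left 4288, and libraries were scaled by TMM. Log2 fold changes are GFP-on minus GFP-off. The standard error of an edgeR log2 fold change was derived as its size divided by the square root of the F statistic. It draws on variance shared across genes, so it does not measure the spread of 1 gene between the pairs. P-values were adjusted by Benjamini-Hochberg and called at 0.05. Log2 ratios within a pair are of counts plus 0.5, scaled by the same TMM factors. A total of 8 gene lists, written from general knowledge before the data were examined, were tested with camera (limma 3.58.1, preset inter-gene correlation 0.01, two-sided), adjusted over the 8 lists. All listed symbols were found except ykzA of the general stress list. The lists are the fla/che operon, other genes of the SigD regulon, ribosomal protein genes, translation factor genes, aminoacyl-tRNA synthetase genes, biofilm matrix genes, competence genes and general stress genes of the SigB regulon. The ERCC share of counts was compared by a two-sided exact permutation test, and its exact Clopper-Pearson 95% intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

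The named genes were fixed by a rule before the data were examined. It names hag, sigD, flgB, motA, lytF, rpsD, tasA and epsA in any case, and any gfp row. It adds the 5 largest and the 5 smallest log2 fold changes among genes with an adjusted p under 0.05, a mean of at least 20 CPM and the same sign in both same-numbered pairs. That second part named yxkC and lytF, and no gene that was lower in GFP-on cells.

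Same-numbered libraries were treated as pairs because the series design describes a culture that was sorted into both fractions, in 2 independent replicates. Their deviations from the group means were correlated across genes (r = 0.641). A difference in counting or library preparation between the replicates would give such a correlation too. It therefore does not show that a pair shared a culture. Genes are not independent replicates. A fit with the replicate number as a block was therefore computed beside the fit with group alone. It leaves 1 residual degree of freedom and the fit with group alone leaves 2. The common dispersion was 0.189 without the block and 0.0354 with it.

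Alternatives set before the data were examined were DESeq2 size factors, ERCC totals and plain totals as scaling, TMM factors computed without the motility genes, no low-count filter, removal of rRNA and tRNA rows, DESeq2 1.42.0, limma-voom, the replicate block with TMM or with ERCC scaling, a 2-fold minimum, fry, camera with an estimated correlation, and leaving out each library. Alternatives chosen after seeing the data were scaling on the 300 most expressed coding genes, loess offsets that depend on expression level, paired differences of the ERCC share, and the replicate block combined with DESeq2, limma-voom, fry, estimated correlation and removal of rRNA and tRNA rows.

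The fits were tested on simulated data for the comparison of GFP-on with GFP-off, with counts drawn from the real means and library sizes, 200 genes changed 4-fold and 5 simulations per setting. With no shift between replicates and the dispersion of the blocked fit, the fit with group alone recovered 93.7% of the changed genes, over a median of 4087 tested genes, with a mean of 4.8 false calls. With the real shifts between replicates it recovered 0% and the blocked fit recovered 94.0%, with a mean of 8.8 false calls. With the real shifts and the larger dispersion of the fit with group alone, the blocked fit recovered 6.45%. That dispersion already holds the shifts, so this setting has them in both the means and the dispersion and overstates the noise. Camera called a changed set in 5 of 5 simulations and an unchanged set in 0 of 5. Genes were drawn independently, with the same dispersion for every gene of a setting and without a trend with expression level. This check therefore does not cover lists of correlated genes or of highly expressed genes. The fits share variance across genes, so recovery and false calls were measured where such sharing holds by design. They do not show how the blocked fit performs where genes differ in variance.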

Results

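Flagellar motility in exponentially growing Bacillus subtilis is switched on in part of the population, and the series compares the transcriptomes of both parts. Cells of the reporter strain bSS339, which makes green fluorescent protein from the flagellin promoter, were sorted into a motile GFP-on and a non-motile GFP-off fraction, and RNA of each fraction was sequenced in 2 biological replicates. GFP-on replicate 1 and GFP-off replicate 1 are called pair 1, and the replicate 2 libraries pair 2. Total counts were 3508283 in GFP-on replicate 1, 2614381 in GFP-off replicate 1, 32358245 in GFP-on replicate 2 and 38479814 in GFP-off replicate 2. Coding genes received 102818 and 246160 of the counts in the GFP-on and GFP-off libraries of pair 1, and 3279021 and 1997170 in those of pair 2. The depth over coding genes thus lay in a different order in the pairs, with the GFP-on library shallower in pair 1 and deeper in pair 2.

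The replicates differed most in what was counted. ERCC spike-ins took 94.3% of counts in GFP-on replicate 1 and 85.7% in GFP-off replicate 1, but 11.7% in GFP-on replicate 2 and 5.26% in GFP-off replicate 2. The exact 95% binomial interval ran from 94.32% to 94.37% in GFP-on replicate 1, 85.62% to 85.71% in GFP-off replicate 1, 11.66% to 11.68% in GFP-on replicate 2 and 5.252% to 5.267% in GFP-off replicate 2, and covers counting error only. Ribosomal RNA held 77.5% and 89.3% of counts in the GFP-on and GFP-off libraries of replicate 2, against 2.42% and 4.37% in replicate 1. With rRNA and tRNA left out of the total, ERCC spike-ins took 96.7% and 89.6% of counts in the GFP-on and GFP-off libraries of replicate 1 and 52.0% and 49.1% in those of replicate 2, so the gap between replicates was smaller.

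**Figure D1:**
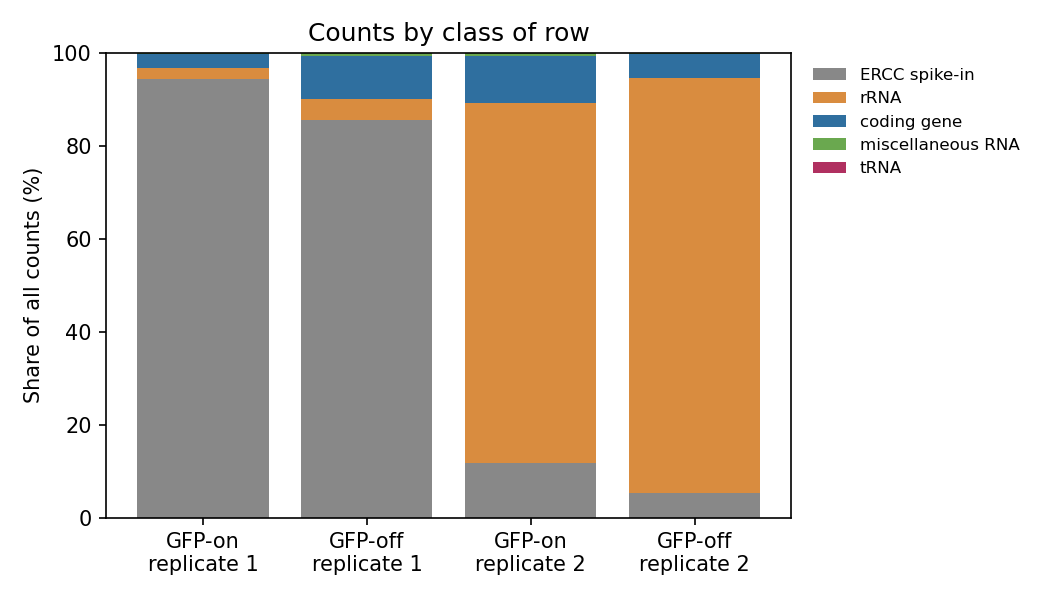
Stacked bars show the share of all counts (%) in each of the 4 libraries that fell on ERCC spike-ins, rRNA, coding genes, miscellaneous RNA and tRNA. ERCC spike-ins fill 94.3% and 85.7% of the replicate 1 bars, and rRNA fills 77.5% and 89.3% of the replicate 2 bars.

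The spike-ins were added to a fixed mass of total RNA, so their share bears on the amount of countable RNA in that mass. The mean ERCC share was 53.0% ± 58.5 (SD, n = 2) in GFP-on and 45.5% ± 56.9 (SD, n = 2) in GFP-off. The difference of 7.55 percentage points was far within the spread between replicates (two-sided exact permutation test, p = 0.667, where 0.333 is the smallest p that 2 against 2 libraries allow). It was 8.68 points in pair 1 and 6.41 points in pair 2, higher in GFP-on in both. Taken within pairs, the mean difference of 7.55 points had an SE of 1.13 (n = 2 pairs), and the two-sided exact paired permutation test gave p = 0.5, the smallest that 2 pairs allow. Without rRNA and tRNA in the total the difference of the group means was 4.99 points. Leaving out a library moved the difference most, to -33.8 points without GFP-on replicate 1 and to 48.9 points without GFP-on replicate 2. Coding counts per ERCC count were 0.283 times as high in GFP-on as in GFP-off in pair 1 and 0.880 times as high in pair 2. Over the 76 spike-ins with at least 10 counts in every library, the median log2 ratio of GFP-on to GFP-off counts was 0.64 (SD 0.20 across spike-ins) in pair 1 and 0.83 (SD 0.28) in pair 2.

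Differential expression was tested between the sorted fractions over 4288 rows. The edgeR quasi-likelihood test with group alone called 2 genes higher and 0 genes lower in GFP-on cells at a Benjamini-Hochberg adjusted p under 0.05. At an unadjusted p under 0.05 the same test gave 433 higher and 457 lower. DESeq2 called 0 genes higher and 58 lower, with no adjusted p for 3907 rows, and limma-voom called 0 in either direction. With the replicate block, edgeR called 490 genes higher and 600 lower, and 1082 of these 1090 genes had 1 sign in both pairs. Both genes called without the block were also called with it. Leaving out GFP-on replicate 1 gave 45 higher and 180 lower, leaving out GFP-on replicate 2 gave 45 and 28, and leaving out either GFP-off library gave 0 and 0. The alternative that moved the number of higher genes most, chosen after seeing the data, was scaling on the 300 most expressed genes with the replicate block, which gave 2186 higher and 16 lower. Log2 ratios of the pairs were correlated across genes (Pearson's r = 0.605, Spearman's rho = 0.649), and genes are not independent replicates.

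**Figure D2:**
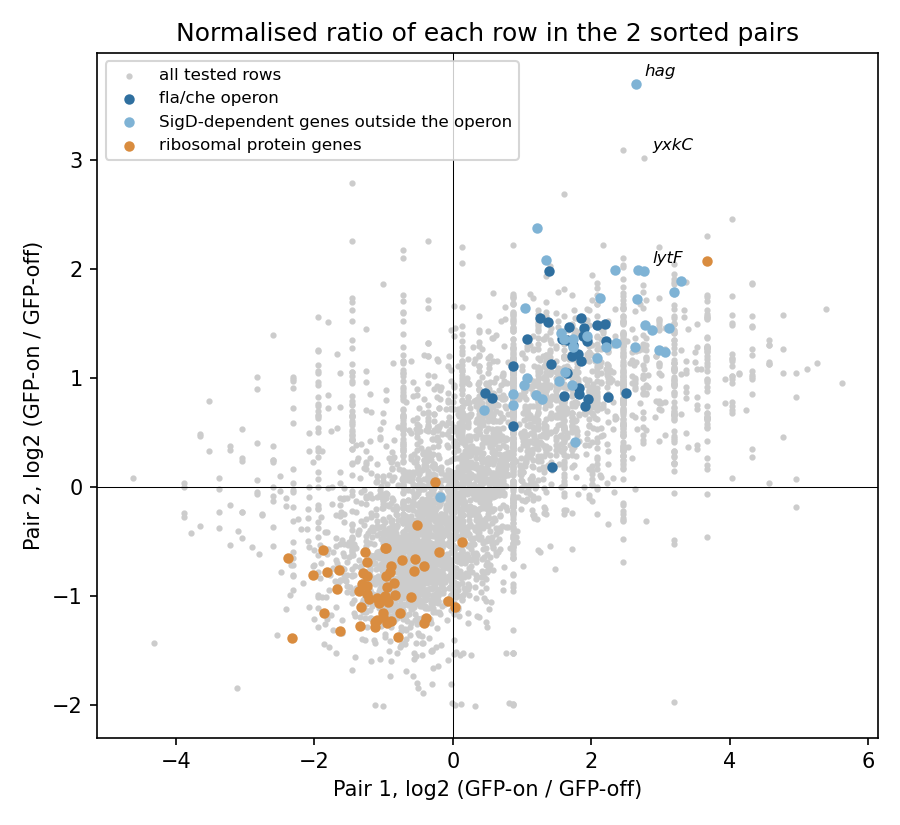
Each point is 1 tested row, with the log2 ratio of normalised GFP-on to GFP-off counts in pair 1 on the x axis and in pair 2 on the y axis. All 32 genes of the fla/che operon (dark blue) lie above 0 in both pairs, 36 of 37 other SigD-dependent genes (light blue) do so, and 52 of 56 ribosomal protein genes (orange) lie below 0 in both under TMM scaling; vertical stripes are genes with few counts in pair 1.

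The gene behind the reporter, hag (BSU35360), which encodes flagellin, was read first because it checks the sort. It had 729 counts in GFP-on and 212 in GFP-off of pair 1, and 11354 and 366 in pair 2. Its log2 fold change was 2.93 ± 0.69 (SE, n = 2 per group), with an edgeR adjusted p of 0.145 without the block. With the replicate block the log2 fold change was 3.18 ± 0.34 (SE) and the adjusted p 1.54e-16, and over the 21 alternatives run for hag the adjusted p ranged from 1.97e-33 to 1.00. The log2 fold change of hag moved most without GFP-off replicate 1, to 4.29. The log2 ratio of hag was 2.65 in pair 1 and 3.69 in pair 2, a spread that the SE does not measure.

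The 2 genes called with group alone were yxkC (BSU38850) and lytF (BSU09370). The log2 fold change of yxkC was 3.01 ± 0.38 (SE), with an edgeR adjusted p of 0.0196 and counts of 31 and 8 in the GFP-on and GFP-off libraries of pair 1 and 765 and 39 in pair 2. The autolysin gene lytF had a log2 fold change of 2.34 ± 0.32 (SE), an edgeR adjusted p of 0.0256, and counts of 61 and 16 in pair 1 and 1326 and 140 in pair 2. Both stayed higher in GFP-on in all 20 alternatives run for each, and each was past the threshold in 12 of them. Neither was past it without GFP-off replicate 1 or without GFP-off replicate 2.

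For sigD (BSU16470), which encodes the motility sigma factor, the log2 fold change was 1.37 ± 0.40 (SE) with an edgeR adjusted p of 0.161, and 1.18 ± 0.28 (SE) with an adjusted p of 6.83e-04 under the replicate block. The log2 fold change of sigD was 0.77 without GFP-on replicate 1 and 2.09 without GFP-on replicate 2, where it was past the threshold. The log2 ratio of sigD was 1.95 in pair 1 and 0.80 in pair 2, a spread that the SE does not measure. Over its 20 alternatives the adjusted p of sigD ranged from 4.36e-13 to 1.00. The motor gene motA (BSU13690) had a log2 fold change of 1.498 ± 0.51 (SE) with an edgeR adjusted p of 0.179, and 1.42 ± 0.41 with an adjusted p of 0.00650 under the block, within a range from 4.83e-08 to 1.00 over 19 alternatives. For flgB (BSU16180), the first gene of the operon, the log2 fold change was 0.64 ± 0.58 (SE) on 9 and 12 counts in pair 1, and was not past the threshold (edgeR adjusted p 0.500). It was past it in 2 of 19 alternatives, limma-voom with the replicate block and the scaling on the most expressed genes with the block, within a range from 9.48e-04 to 1.00. The value for flgB was 0.39 without GFP-on replicate 1, 0.99 without GFP-off replicate 1, 1.07 without GFP-on replicate 2 and 0.24 without GFP-off replicate 2. The ribosomal protein gene rpsD (BSU29660) had a log2 fold change of -0.65 ± 0.48 (SE, edgeR adjusted p 0.417), which was -0.78 relative to the median of all genes. It was 0.11 under the scaling on the most expressed genes, which raises all genes alike, and -0.85 relative to their median there. It changed sign under loess offsets (0.18). Without GFP-on replicate 2 it was -0.29 and without GFP-on replicate 1 -0.995. The matrix genes tasA (BSU24620) and epsA (BSU34370) had log2 fold changes of -0.09 ± 0.41 and 0.13 ± 0.62 (SE), neither past the threshold with group alone (edgeR adjusted p 0.895 and 0.906), and both changed sign under other scalings. Under the scaling on the most expressed genes with the replicate block both were past it, with tasA at 0.71 and epsA at 1.009 where the median of all genes was 0.97. Over the alternatives the adjusted p ranged from 0.0199 to 1.00 for tasA and from 0.0467 to 1.00 for epsA.

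The motility regulon was tested as 2 lists. The median log2 fold change of the 32 fla/che operon genes was 1.47, and all 32 were higher in GFP-on in both pairs (camera adjusted p 3.25e-15). The pair medians were 1.73 and 1.21. No operon gene was called over all genes tested by edgeR with group alone, where the list held 25 calls when adjusted over the list alone, and the replicate block called 26 over all genes and 27 adjusted over the list alone. The alternative that moved this median most was the scaling on the most expressed genes, to 2.27, or 1.30 relative to the median of all genes, against 1.34 under TMM. Without GFP-on replicate 1 the median was 0.98 and without GFP-on replicate 2 it was 2.15. The 37 SigD-dependent genes outside the operon had a median of 1.58 (camera adjusted p 1.60e-22), with 36 higher in both pairs; the other, degR (named after its values were seen), had a log2 fold change of -0.26 ± 0.66 (SE). Of these, edgeR with group alone called 1 over all genes, lytF, and 30 adjusted over the list alone. The replicate block called 30 and 33.

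The ribosomal protein genes, translation factor genes and aminoacyl-tRNA synthetase genes were read for the allocation of expression to translation that the series title names. The 56 ribosomal protein genes had a median log2 fold change of -1.001 (camera adjusted p 5.25e-13), with pair medians of -0.99 and -0.95, and 55 of them were lower in GFP-on. The exception was rpsNB (BSU08880), named after its values were seen, with a log2 fold change of 2.49 ± 0.90 (SE, edgeR adjusted p 0.188) on 3 and 0 counts in pair 1 and 85 and 8 in pair 2. No ribosomal protein gene was called by edgeR with group alone over all genes, where the number at an adjustment over the list alone was 4 lower. The replicate block called 42 lower and 1 higher over all genes, and 48 lower and 1 higher adjusted over the list alone. Among the 58 genes that DESeq2 called lower, 21 were ribosomal protein genes. DESeq2 gave no adjusted p for 3907 of the 4288 rows. Of the named genes, only hag and rpsD, which had the most counts, had an adjusted p there. The share of ribosomal protein genes among its calls thus describes the rows it kept and not all genes. The ribosomal median stayed below 0 in all 23 alternatives. It was -0.18 under the scaling on the 300 most expressed genes, which shifted the median of all genes to 0.97. Relative to the median of all genes it was -1.15 there and -1.13 under TMM. Under loess offsets it was -0.22, or -0.17 relative to all genes, and the camera call was lost. Ribosomal protein genes are among the most expressed genes, and over the coding genes as a whole the log2 ratio was lower at high than at low expression levels.

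**Figure D3:**
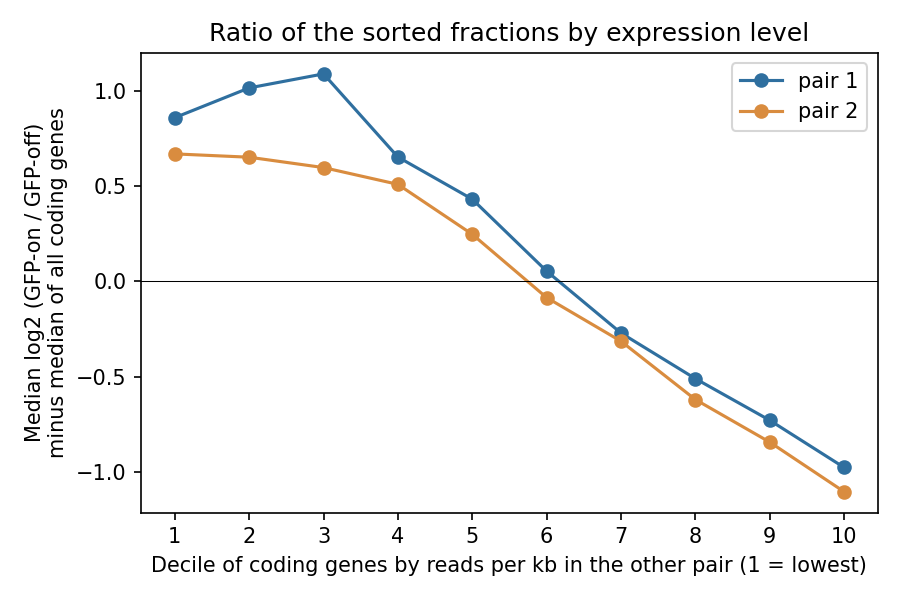
The median log2 ratio of GFP-on to GFP-off counts (coding genes, counts plus 0.5, minus the median of all coding genes) is plotted for each decile of the coding genes, ranked by reads per kb of coding length in the other pair. In pair 1 it rose from 0.86 in the lowest decile to 1.09 in decile 3 and fell to -0.98 in the highest, and in pair 2 it fell from 0.67 to -1.10.

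The 13 translation factor genes had a median log2 fold change of -0.74 (camera adjusted p 2.17e-04), which was 0.07 under the scaling on the most expressed genes and -0.90 relative to the median of all genes there. The 21 aminoacyl-tRNA synthetase genes had a median of -0.64 (camera adjusted p 8.49e-06), which was 0.11 under that scaling and -0.86 relative to all genes. Adjusted over the list alone, edgeR with group alone called 2 translation factor genes lower and 0 synthetase genes, and over all genes it called 0 in both. The replicate block called 9 and 12 lower over all genes, and 10 and 17 adjusted over the list alone. The 19 general stress genes of the SigB regulon had a median of -0.86 (camera adjusted p 4.54e-05), which was 0.03 under the scaling on the most expressed genes with the replicate block and -0.94 relative to all genes. Without GFP-off replicate 2 the SigB median was -0.47, over the 16 genes tested there. The block called 9 of them lower over all genes and 11 adjusted over the list alone, where group alone called 0 and 0.

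The 19 biofilm matrix genes had a median of 0.49 and the 16 tested competence genes a median of 0.61, and neither list passed the threshold (camera adjusted p 0.0869 and 0.0564). Group alone called 0 genes of either list over all genes or adjusted over the list alone. The replicate block called 0 matrix genes by both counts, and 2 competence genes over all genes (comGA and comFA, named after their values were seen) and 1 adjusted over the list alone. The competence median changed sign under loess offsets, to -0.10. It was 0.32 over 6 tested genes without GFP-on replicate 2 and 0.68 over 17 without GFP-on replicate 1. The matrix median was 0.85 over 15 genes without GFP-off replicate 2 and 0.35 over 19 without GFP-off replicate 1. These medians do not cover the same genes, so they are not a like-for-like comparison. Camera with its preset correlation treats genes as nearly independent. Under fry, only the ribosomal protein and translation factor lists kept an adjusted p under 0.05 (0.00258 each), and with the correlation estimated from the libraries none of the 8 lists did. With the replicate block, fry kept the fla/che operon and the ribosomal protein lists (0.0117 each). The median, the mean and the test had the same sign for each of the 8 lists under group alone.

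Whether the difference between the fractions changed along the operon, which ends with sigD and swrB, was described by Spearman's rho between gene order and log2 fold change. It was 0.119 across the 32 genes, 0.289 in pair 1 and -0.139 in pair 2, and -0.159 without GFP-on replicate 1, so that the sign was not shared by the pairs. The first 10 genes had a median log2 fold change of 1.42 and the last 10 genes 1.499.

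In the authors' deposited table, 5 of 4421 rows had an FDR under 0.05, all higher in GFP-on: hag, yfmT, yxkC, lytF and pgdS. Of these yfmT and pgdS were named after their values were seen. In the authors' deposited table the log2 fold change was 2.15 for hag (FDR 0.0116), 2.09 for yxkC (FDR 0.0158) and 1.87 for lytF (FDR 0.0166), and 1800 rows had no FDR. Its log2 fold changes and those of edgeR with group alone were correlated across coding genes (Spearman's rho = 0.971). The median log2 fold change of the ribosomal protein genes in the authors' deposited table was -0.88, with 55 of 56 below 0.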

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

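Alternatives chosen only after seeing the data were the scaling on the 300 most expressed genes, the loess offsets, the paired differences of the ERCC share, and the replicate block combined with DESeq2, limma-voom, fry, estimated correlation and removal of rRNA and tRNA rows. The others were set before the data were examined. No cause was tested for a change under an alternative unless one is named.

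The number of genes called depended on the replicate block under TMM and, within the blocked fits, on the scaling. With group alone, edgeR called 2 higher and 0 lower. It called 2 and 0 with TMM factors computed without motility genes or with a 2-fold minimum, and 3 and 0 without the low-count filter. It called 0 and 0 under DESeq2 size factors, ERCC scaling, plain totals and removal of rRNA and tRNA rows, and limma-voom called 0 and 0. At an unadjusted p under 0.05 these gave 480 and 436, 0 and 0, 17 and 0, 608 and 373, and 725 and 544 genes. DESeq2 called 0 higher and 58 lower, on 190 and 314 at an unadjusted p. It gave no adjusted p for 3907 of the 4288 rows, so its split between higher and lower covers only the rows it kept. Of its 58 calls, 57 were also called with the replicate block. The replicate block gave 490 and 600, of which 411 and 200 were at least 2-fold. Combined with the block, ERCC scaling gave 0 and 11, DESeq2 gave 42 and 332, limma-voom gave 945 and 838, and removal of rRNA and tRNA rows gave 569 and 502. Of the 1090 genes called with the block, 1088 were also called by limma-voom with the block and 349 by DESeq2 with the block.

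The split between higher and lower calls moved with the scaling. Scaling on the 300 most expressed genes gave 307 higher and 0 lower with group alone and 2186 and 16 with the replicate block, and moved the median log2 fold change of all genes from 0.13 to 0.97. Loess offsets gave 15 and 0, and 216 and 155 with the replicate block. The median of all genes was 0.35 under ERCC scaling, 0.44 under plain totals and -0.23 under ERCC scaling with the block. Without 1 library, the number of higher genes ranged from 0 to 45 and of lower genes from 0 to 180: 45 and 180 without GFP-on replicate 1, 45 and 28 without GFP-on replicate 2, and 0 and 0 without either GFP-off library (342 and 178 at an unadjusted p without GFP-off replicate 1, 607 and 117 without GFP-off replicate 2). In these fits the lone library of a group is assumed to vary like the other group. The blocked fit has 0 residual degrees of freedom without a library, so it was not run there.

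Medians of the fla/che operon, the other SigD-dependent genes, the ribosomal protein genes and the matrix genes kept their sign in all 23 alternatives. Calls on lists depended on the set test. Under fry the call was lost for the fla/che operon (median 1.47), the other SigD genes (1.58), the synthetases (-0.64) and the SigB genes (-0.86). With an estimated correlation it was lost for these and for the ribosomal protein genes (-1.001) and translation factors (-0.74). With the replicate block, fry lost the other SigD genes (1.52), translation factors (-0.78), synthetases (-0.72) and SigB genes (-0.83), and the estimated correlation lost these and the fla/che operon (1.38) and the ribosomal protein genes (-1.01). Under loess offsets the call was lost for the ribosomal protein genes (-0.22), translation factors (-0.054, and -0.076 with the replicate block) and synthetases (-0.031, and -0.032 with the block), while the ribosomal protein genes stayed past the threshold with the replicate block (-0.24). Loess offsets remove any trend with expression level, so a change shared by the most expressed genes is removed with it.

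Under the scaling on the most expressed genes the median turned positive for the translation factors (0.071, and 0.024 with the replicate block), the synthetases (0.11, and 0.068 with the block) and, with the block, the SigB genes (0.028), while camera, which compares a list with all other genes, still placed them lower. Relative to the median of all genes under that scaling they were at -0.90, -0.86 and, with the block, -0.94. Matrix genes passed the threshold under limma-voom (0.44) and under that scaling (1.31, and 1.35 with the replicate block). Competence genes passed it under removal of rRNA and tRNA rows (0.75, and 0.79 with the replicate block), limma-voom (0.70, and 0.69 with the block), ERCC scaling with the block (0.39) and without GFP-on replicate 1 (0.68), and their median turned to -0.10 under loess offsets. Without 1 library the competence median ranged from 0.32 (6 tested genes) to 0.68 (17 genes). The matrix median ranged from 0.35 (without GFP-off replicate 1, 19 genes) to 0.85 (without GFP-off replicate 2, 15 genes). The SigB median ranged from -0.84 (19 genes) to -0.47 (without GFP-off replicate 2, 16 genes). The fla/che median ranged from 0.98 (without GFP-on replicate 1, 32 genes) to 2.15 (without GFP-on replicate 2, 31 genes). The ends of each range thus do not cover the same genes. The replicate block with TMM and camera changed no call on a list.

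Of the named genes, hag, sigD, flgB, motA, lytF and yxkC kept their sign in every alternative that gave a value. For rpsD the sign changed under the scaling on the most expressed genes (0.11, and 0.12 with the replicate block), which raises all genes alike and left rpsD at -0.85 relative to their median in both, and under loess offsets (0.18 in both). For tasA it changed under ERCC scaling (0.18), plain totals (0.10), removal of rRNA and tRNA rows (0.0038), the scaling on the most expressed genes (0.77, and 0.71 with the block) and loess offsets (0.055), and it ranged from -1.01 to 0.88 without 1 library. For epsA it changed under plain totals (-0.12), ERCC scaling with the block (-0.38) and loess offsets (-0.49, and -0.44 with the block). The value for epsA was 0.45 without GFP-on replicate 1 and 0.044 without GFP-off replicate 1. It had no value without either replicate 2 library. Past the threshold were flgB under limma-voom with the replicate block (0.80), and flgB (1.59), tasA (0.71) and epsA (1.009) under the scaling on the most expressed genes with the block, where tasA lay below the median of all genes of 0.97. So was rpsD under DESeq2 and limma-voom with the block (-0.71 and -0.64). DESeq2 rows without an adjusted p are left out. The replicate block brought hag, sigD and motA past the threshold and changed no other call on a named gene.

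The difference in ERCC share ranged from -33.8 to 48.9 points without 1 library, with -33.8 without GFP-on replicate 1 and -32.7 without GFP-off replicate 2. Removing a library there unbalances the replicates, which differ far more than the groups. The operon gradient was -0.139 in pair 2 alone and ranged from -0.159 to 0.163 without 1 library. Only 1 operon gene had 50 counts in every library, so the planned gradient over such genes gave no value. The pairing left the difference in ERCC share at 7.55 points and lowered its spread to an SE of 1.13 over 2 pairs, where the exact paired permutation test cannot go below p = 0.5. Without rRNA and tRNA in the total the difference was 4.99 points. Depth limits pair 1 most: 102818 coding counts in GFP-on replicate 1 left flgB at 9 counts and epsA at 2.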

Other observations

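Of the tests reported here, those on the chromosome arms and on a uniform layer of reads were written before their values were seen, although the trend with expression level was already known. The others were chosen after the result was seen. The genes ynbA, antE and ERCC-00130 were named after their values were seen. An earlier exploratory look at the least covered genes defined them in another way and gave lower levels than those printed, so levels are also given for 3 list sizes. In the tests on RPKM, expression level and shares of coding counts of motility or ribosomal protein genes, the coding counts leave out ynbA and rows without a coding length, so they are 2730905 and 1715879 in GFP-on and GFP-off of pair 2.

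The least covered genes had more reads in GFP-on than in GFP-off in both pairs. For 800 coding genes with the fewest reads per kb in the other pair, the level was 44.2 RPKM, scaled to the coding counts, in GFP-on and 15.0 in GFP-off of pair 1, and 79.4 and 30.8 in pair 2. The ratio was 2.95 in pair 1 (bootstrap 95% interval over genes 2.71 to 3.25) and 2.58 in pair 2 (2.498 to 2.655). With 400 genes it was 2.99 and 2.57, and with 1600 genes 2.80 and 2.43. A difference in depth is argued against as the cause, since GFP-on had 0.418 times the coding counts of GFP-off in pair 1 and 1.59 times in pair 2. Residual genomic DNA may contribute, although a DNase I step is described. DNA of growing cells holds more copies near the replication origin, so the ratio of RPKM near the origin to RPKM near the terminus would be higher in GFP-on. In pair 2 that ratio was 1.73 in GFP-on and 1.17 in GFP-off, a quotient of 1.48 (bootstrap 95% interval 1.35 to 1.61). In pair 1 it was 1.29 in GFP-on and 0.818 in GFP-off, where RPKM fell from 14.8 nearest the origin to 11.2 and was 18.1 only in the part of the genes nearest the terminus. The quotient was 1.58, with an interval from 0.925 to 2.69 on 21 genes near the origin. Taken by chromosome arm, the ratio was higher in GFP-on in 3 of the 4 combinations of arm and pair, short of the 4 that were predicted. Both arms of pair 2 were above 1 (quotients 1.49, interval 1.33 to 1.66, and 1.508, interval 1.32 to 1.74), the right arm of pair 1 was at 2.19 with an interval from 0.976 to 3.95 on 8 genes near the origin, and the exception, the left arm of pair 1, was at 0.979 with an interval from 0.461 to 3.18 on 13 genes near the origin. Both arms of pair 1 thus held too few genes to decide. In pair 1 the explanation cannot be told apart from chance, since the interval from 0.925 to 2.69 on 21 genes near the origin includes 1. Transcription that follows copy number, or low transcription of many genes in motile cells, would give a similar gradient and stays open as the biological alternative, untested.

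The log2 ratio was lower at high than at low expression levels in both pairs. Pooled over deciles of genes, without a pseudocount, it ran from 1.59 in the lowest to -0.24 in the highest decile of pair 1, and from 1.38 to -0.31 in pair 2. A layer of reads spread evenly over all genes and larger in GFP-on, with 1 factor for the rest, was tested as the whole cause. Its prediction was off for the middle deciles, with up to 1.35 times the expected reads in GFP-on of pair 1 (bootstrap 95% interval 1.28 to 1.43) and up to 1.17 times in pair 2. A layer that follows gene position or adds to other differences remains possible as part of the trend. A biological difference between motile and non-motile cells in the allocation to highly expressed genes stays open and was not tested apart from it.

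Ribosomal protein genes are short and highly expressed, so their fall was set against 10000 random lists of other genes. In pair 1 their median lay at percentile 0 of lists matched on expression level (0 of 10000 lists as low), 0.34 below the matched median, which argues against level alone. Matched on coding length as well, it lay at percentile 11.96. In pair 2 it lay at percentile 10.26 on level and 7.93 on level and coding length. The fall of these genes was therefore not set apart from that of other short, highly expressed genes in either pair, within lists drawn from 156 distinct matched genes. Only ribosomal protein and motility genes were kept out of the genes drawn from. Translation factor and synthetase genes stayed in, as did other genes that lie among the ribosomal protein genes. The comparison thus cannot show whether genes unrelated to translation fall as much. A larger share of motility transcripts is too small to account for it. Motility genes rose from 0.516% to 2.83% of coding counts in pair 1 and from 0.390% to 1.75% in pair 2, which lowers all other genes by at most -0.034 on the log2 scale, while the share of ribosomal protein genes changed by -0.46 and -0.30. With the layer measured on 800 genes subtracted, their share changed by -0.29 in pair 1 and 0.01 in pair 2. With 400 genes it changed by -0.32 and -0.01, and with 1600 genes by -0.24 and 0.05. A lower allocation to ribosomal proteins in motile cells stays open as a hypothesis, as does a background that lowers abundant genes in GFP-on.

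Counting may have differed between the replicates. In replicate 2, ynbA had 547778 and 281089 counts in GFP-on and GFP-off, 16.7% and 14.1% of coding counts, and 0.967 times the counts of ERCC-00130 in GFP-on and also 0.967 times in GFP-off. In replicate 1 it had 18 and 14 counts. Of the 10 copies of 16S rRNA, 7 were below 1% of the highest copy in both replicate 1 libraries, and 0 in both replicate 2 libraries. A candidate explanation is that reads matching several places were counted in replicate 2 and left out in replicate 1. The equal ratio of 0.967 and the even rRNA copies are consistent with it, but the counting settings themselves were not tested. Why ynbA shares reads with a spike-in was not tested. Library preparation could also differ. ERCC-00130 held 15.0% and 14.4% of ERCC counts in GFP-on and GFP-off of replicate 2, against 0.759% and 0.941% in replicate 1, so rRNA shares, ERCC shares, coding totals and coding counts per ERCC count would all be affected by such a difference. In the authors' deposited table the mean of antE is 75.7 although antE had 0 counts in all 4 libraries, and the mean of ynbA is 1539957. The authors' deposited means are above 0 for all 3 rows with 0 counts in these libraries, so its means cannot all come from the counts analysed here.

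The gap between 2 calls with group alone and 1090 with the replicate block may come from shifts between replicates. In simulated libraries the fit with group alone recovered 93.7% of genes changed 4-fold when the replicates had equal levels, and 0% with the real shifts. The fit with the block recovered 94.0% with them, but only 6.45% under the larger dispersion of the fit with group alone, which already holds the shifts. All simulated genes shared 1 dispersion, so these rates do not show how many of the 1090 calls are true. The blocked calls rest on variance shared across genes, with 1 residual degree of freedom per gene. The smaller dispersion is not the only difference between the fits. For yabJ, named after its values were seen, the SE was 0.300 with group alone and 0.281 with the block. Its unadjusted edgeR p was 2.73e-04 with group alone and 1.44e-07 with the block.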
